# Cooperative signaling between Wnt1 and integrin-linked kinase induces accelerated breast tumor development

**DOI:** 10.1186/bcr2592

**Published:** 2010-06-21

**Authors:** Arusha Oloumi, Mykola Maidan, Frances E Lock, Howard Tearle, Steven McKinney, William J Muller, Samuel AJR Aparicio, Shoukat Dedhar

## Abstract

**Introduction:**

Breast cancer is genetically and clinically a heterogeneous disease. However, the exact contribution of different cell types and oncogenic mutations to this heterogeneity are not well understood. Recently, we discovered an interaction between Wnt and integrin-linked kinase (ILK) within the signaling cascade that regulates cell growth and survival. Interestingly, mammary-specific expression of either one of these proteins has been shown to promote mammary tumorigenesis. In light of our recent findings and to investigate the potential interaction between Wnt and ILK proteins during mammary tumor formation and progression, we established a transgenic mouse model that expresses both Wnt and ILK in mammary epithelial cells.

**Methods:**

A novel transgenic mouse model with mammary-specific expression of both Wnt1 and ILK was generated by crossing the two previously characterized mouse models, MMTV-Wnt1 and MMTV-ILK. The resulting MMTV-Wnt/ILK mice were closely monitored for tumor development and growth, as well as for the tumor onset. The molecular phenotypes of both tumors and premalignant mammary glands were investigated by using biochemical and global gene-expression analysis approaches.

**Results:**

A significant acceleration in mammary tumor incidence and growth was observed in the MMTV-Wnt/ILK mice. Pre-neoplastic mammary glands also display lobuloalveolar hyperplasia and an increase in ductal epithelium proliferation. Apart from elevated expression of Wnt/ILK targets, such as β-catenin and cyclin D1, gene-expression profiling identified the surprising activation of the FOXA1 transcription factor. Upregulation of FOXA1, which is also known as the molecular marker of differentiated mammary luminal cells, was consistent with the expansion of the enriched luminal progenitor population or CD29^lo^CD24^hi^CD61^+ ^cells in MMTV-Wnt/ILK tumors.

**Conclusions:**

These results show cooperation between *Wnt1 *and *ILK *transgenes during mammary carcinogenesis, leading to changes in a transcriptional network, which could dictate a specific breast cancer phenotype with enhanced growth dynamics. The MMTV-Wnt/ILK can be used as a model to identify further the genes downstream of the estrogen receptor-β/FOXA1 and to investigate the mechanisms targeting the expansion of the luminal progenitor cells leading to hyperplasia and tumorigenesis.

## Introduction

The oncogenic conversion of a primary epithelial cell to a malignant tumor involves cooperation between multiple signaling pathways, including the activation of growth-promoting signals and the inactivation of tumor-suppressor genes [1]. In breast cancer, a complex molecular interplay involving multiple signaling pathways, including Wnt signaling cascade [2], has been attributed to the development of this disease [3]. The Wnts comprise of a large family of secreted glycoproteins that affect diverse processes such as gene transcription, cell adhesion, and cell polarity [4]. The highly conserved canonic Wnt/β-catenin pathway activates β-catenin-dependent gene expression by regulating stabilization and nuclear accumulation of β-catenin, a protein originally identified as a component of intercellular junctions [5]. In the absence of the Wnt ligand, cytoplasmic β-catenin level is kept low through phosphorylation and ubiquitin-mediated proteosomal degradation by a multiprotein complex composed primarily of GSK-3β, Axin, and adenomatous polyposis coli (APC) (reviewed in [4,6]).

To date, evidence for mutations in the Wnt signaling-pathway components in breast cancer is lacking. However, various lines of evidence suggest that in breast cancer, Wnt signaling may be deregulated by loss of expression of negative-pathway regulators such as secreted Frizzled-related protein 1 (sFRP1), which is downregulated in many human breast tumors and is associated with poor prognosis [2,7]. Wnt-induced expansion of progenitor cells in mammary tumor development was recently identified [8-10]. In addition, stabilization of β-catenin and amplification of its target gene, *cyclin D1*, is documented in > 50% of breast carcinomas [11,12], suggesting that the downstream effectors of the Wnt cascade could also be activated through abnormalities in other signaling pathways. Integrin-linked kinase (ILK)-mediated signaling is one such pathway. ILK is a cytoplasmic effector of integrin receptors and is involved in oncogenesis through the induction of antiapoptotic pathways and cell-cycle progression [13,14]. Overexpression of constitutively active ILK in epithelial cells results in simultaneous inhibition of GSK-β activity and translocation of β-catenin to the nucleus, followed by an increase in β-catenin/Tcf transcriptional activity. Additionally, inhibition of ILK in colon carcinoma cells with constitutively active nuclear β-catenin resulted in inhibition of β-catenin/TCF transcriptional activity (reviewed in [15]). A similar correlation also was reported in human colon cancer between ILK expression, activation of β-catenin, and tumor progression *in vivo *[16]. In addition to the effect of ILK on the downstream components of the Wnt pathway in the absence of Wnt signaling, we demonstrated a significant reduction in Wnt-induced nuclear accumulation of β-catenin on ILK inactivation. Our results suggest a potential role of ILK in the regulation of Wnt-mediated β-catenin turnover and nuclear accumulation [17].

In light of these recent findings, and the fact that ILK activation and overexpression can promote oncogenic phenotypes in both cell-culture and transgenic mouse models [13], we have initiated *in vivo *experiments to determine whether ILK and Wnt signaling pathways interact to modulate tumor formation and progression. We have generated double transgenic mice that overexpress both ILK and Wnt1 in mammary glands. The MMTV-Wnt1 transgenic mice have been used extensively as a model of breast cancer development and progression [8,18,19]. Interestingly, MMTV-Wnt1-driven tumors show an enhancement in ILK expression and a requirement for ILK activity for cyclin D1 upregulation [20]. This suggests that overexpression of ILK may be required, not only for the initiation of premalignant changes, but also for the maintenance of the malignant phenotypes driven by Wnt signaling. MMTV-ILK transgenic mice also develop premalignant changes such as hyperplasia, as well as tumor formation, which occur with a much longer latency than in the MMTV-Wnt1 mice [21]. ILK overexpression has been reported in many human cancers, with a positive correlation with cancer growth and an inverse correlation with survival [22-24].

To test the *in vivo *functional significance of possible crosstalk between ILK and Wnt1 signaling pathways, we used a transgenic approach. Double-transgenic mice were generated that express both *Wnt1 *and *Ilk *transgenes in mammary epithelium under the mouse mammary tumor virus (MMTV)-long terminal repeat (LTR) promoter.

Here we report a significant acceleration in tumor onset, development, and growth rate in MMTV-Wnt/ILK double-transgenic mice as well as a profound enhancement in pre-neoplastic mammary gland hyperplasia. In addition, we provide unanticipated, novel evidence suggesting cooperation between the Wnt1 and ILK pathways, resulting in upregulation of FOXA1/ER-α transcriptional network and the expansion of the luminal progenitor cells, leading to accelerated breast cancer development.

## Materials and methods

### Generation of MMTV-Wnt/ILK transgenic mice

MMTV-Wnt1 (a gift from Dr. Harold Varmus) and MMTV-ILK [21] mice were backcrossed to the FVB strain. MMTV-Wnt1 males were then bred with MMTV-ILK female to generate the double-transgenic MMTV-Wnt/ILK mice. Mice were tail clipped and genotyped by PCR by using forward 5'-CCACACAGGCATAGAGTGTCTGC -3' and reverse 5'-GGACTTGCTTCTTATAGCC-3' primers for *Wnt1 *transgene [25] and forward 5'-CATGTATGCACCTGCCTG-3' and reverse 5'- TATGTCACACCACAGAAG 3' primers for the *ILK *transgene [21]. Nulliparous females were monitored biweekly for the appearance of a small palpable tumor nodule in the mammary fat pads. Ages were recorded at the time of tumor discovery and tumors were measured every 2 to 3 days with a calliper by using the modified ellipsoid formula *(LxW^2^)/2 *[26]. All animal procedures were done in accordance with protocols approved by the Institution Animal Care Committee at the Jack Bell Research Centre and University of British Columbia in Vancouver.

### Whole-mount mammary glands, histology, and immunohistochemistry

For whole-mount staining, the fourth mammary glands from transgenic and control mice were harvested and fixed in Carnoy's fixative (60% ethanol, 30% chloroform, 10% acetic acid) for 2 to 4 h, rehydrated and stained in carmine alum (Stem Cell Technologies, Vancouver, BC, Canada) overnight. After dehydration, samples were spread on a microscope slide, cleared in xylene, and images were acquired by using a dissecting microscope. For histologic analysis, mammary and tumor tissue samples were fixed in 10% neutral buffer formalin overnight at room temperature and were subsequently rinsed and kept in 70% ethanol until embedded in paraffin and sectioned at 5-μm thickness. Sections were either stained with hematoxylin and eosin (H&E) or processed for immunohistochemical analysis and counterstained by following standard procedures. Sections were incubated with rabbit anti FOXA1 (Abcam ab55178, Cambridge, MA), monoclonal β-catenin (BD-610153), polyclonal CD24 (BD-557436) (BD Transduction Laboratories, Mississauga, ON, USA), monoclonal PCNA (sc-56), polyclonal Ki-67 (Neomakers RM9106-S0) and polyclonal ER-α sc-542 (Santa Cruz Biotechnology Inc., Santa Cruz, CA) antibodies. Mouse and rabbit IgG antibodies were used as controls (Santa Cruz Biotechnology). All antibodies were used at 1:100 dilutions. Antibody binding was detected by using the Dako Cytomation Envision System (Dako Cytomation, Carpinteria, CA) and Vector NovaRED substrate kit (Vector Laboratories Inc., Burlingame, CA), according to the manufacturer's protocol.

### Preparation of tumor-cell suspension, cell sorting, and immunofluorescence

Tumors were finely chopped with a razor blade and then digested in DMEM containing 10% collagenase/hyaluronidase mixture (Stem Cell Technologies) for 1.5 h at 37°C. Antibodies used against mouse antigens were purchased from BD Pharmingen, unless otherwise specified, and included CD24-APC (BD-101813); CD-61-PE (BD-555735); CD29-FITC (Biolegend-12343); biotinylated CD31 (BD-553371), CD45 (Biolegend-103103), Ter119 (Biolegend-116203); and streptavidin-PE-Texas red (BD-551487). Antibody staining and cell sorting was performed as previously described [8]. For labeling of intracellular epitopes, cells were cultured on poly-L-lysine-coated coverslips, and were fixed in 4% paraformaldehyde and permeabilized in 0.2% Triton-X 100 for 4 min at room temperature before blocking in 2% BSA in PBS at room temperature for 30 min. Antibodies used were cytokeratin 14 (Covance, PRB155P) and cytokeratin 18 (Progen Biotechnik, GP CK18.2).

### Protein extraction and Western blot analysis

Mammary gland and tumor samples were flash frozen in liquid nitrogen and lysed in buffer containing 1% Triton X-100, 50 m*M *Hepes (pH = 7.5), 150 m*M *NaCl, 10% glycerol, and 1 m*M *and 2 m*M *EDTA supplemented with the appropriate protease and phosphatase inhibitor [27]. Protein concentrations were determined by using the BCA Protein Assay (Pierce, Rockford, IL, USA) according to the manufacturer's recommendations. Western blots were performed by using the following antibodies: monoclonal β-catenin (BD Transduction Laboratories 610153), monoclonal cyclin D1/D2 (Upstate Biotech 05-362, Lake Placid, NY), polyclonal Ruvb-like 1 (Protein Tech. Group 10210-2-AP, Chicago, IL), and monoclonal β-actin (Sigma A5441, St. Louis, MO) as loading control. All antibodies, unless otherwise indicated, were used at 1:1,000 dilution.

### Microarray

Gene-expression profiling was performed at the Centre for Translational and Applied Genetics (CTAG, Vancouver, BC, Canada) by using Affymetrix GeneChip Mouse Exon 1.0 ST Arrays according to the manufacturer's instructions. In brief, total RNA was extracted from the snap-frozen tumor tissue by using the GeneChip Whole Transcript (WT) Sense Target (ST) Labeling Assay (Affymetrix), as per manufacturer's recommendations, before being hybridized to a GeneChip Mouse Exon 1.0 ST Array (Affymetrix). RNA, 1 μg, was used as starting material, and the rRNA was reduced by using the RiboMinus Transcriptome Isolation Kit (Invitrogen), as per Affymetrix recommendations. Each chip was run through the GeneChip Fluidics Station 450 for washing and staining before scanning the chip on the GeneChip Scanner 3000 7G (Affymetrix). The corresponding microarray data were deposited into the Gene Expression Omnibus, with accession number GSE19300.

### Quantitative RT-PCR

Quantitative real-time PCR (Q-RT-PCR) was conducted in 384-well plates on an Applied Biosystems (Foster City, CA, USA) Q-RT-PCR instrument by using Roche Universal Probe Library (UPL) (Roche Applied Science, Laval, Quebec, Canada) according to the manufacturer's instructions. In brief, 1 μg of total RNA was used in a 40-μl reaction to make cDNA. Subsequently, 10 μl of the Q-RT-PCR mixture containing 100 n*M *UPL probe, 200 n*M *of each primer, and TaqMan PCR master mix (Applied Biosystems) was loaded into each well. After preliminary 95°C incubation, the samples were read for 40 cycles (95°C, 30 sec; 60°C, 30 sec; 72°C, 60 sec). The values for mRNA expression were normalized by using β-actin or GAPDH or both as the housekeeping genes. All Q-RT-PCR primers were designed by using the Roche Applied Science online assay design center for UPL system, and were purchased from Invitrogen (Burlington, ON, Canada). All assays were set up for a relative quantitation method in which mean Ct values from MMTV-Wnt1 samples were used as calibrators for data analysis for MMTV-Wnt/ILK samples. The relative fold change (FC) of gene expression between MMTV-Wnt1 and MMTV-Wnt/ILK samples was calculated by using the standard 2^-ΔΔct ^method.

### Statistical analysis

All the statistical analysis was performed as specified in this section, unless otherwise indicated in the figure legends. The percentage tumor-free data were plotted by using Kaplan-Meier curves, and differences in tumor free rates were assessed with the Cox model. Tumor-volume data were analyzed by using linear regression. Affymetrix GeneChip expression data were processed by using ArrayAssist software (ref ArrayAssist v1.x). Probe-set summarization and background correction of expression values was performed by using the RMA algorithm (ArrayAssist ExonRMA), and chip-to-chip variation was corrected by using quantile normalization. Quantitative RT-PCR data (cycle time or Ct data) were obtained by using RQ Manager Software (Applied Biosystems). Ct data were analyzed by using linear mixed effects, allowing for the biologic sample replicates and Q-RT-PCR plate-to-plate variation, as well as adjustment for to the reference loading control β-actin or GAPDH or both. Results were exponentiated to obtain natural scale fold-change estimates (that is, 2^-ΔΔCt^) and confidence intervals. The null-effect reference line at 1.0 is shown in the fold-change plots, and statistically significant fold changes are indicated by whisker 95% confidence intervals that do not cross the reference line. Benjamini-Hochberg (BH) adjustment of *P *values to correct for multiple comparisons was also performed on Q-RT-PCR data, and only genes with *P *value of < 0.05 were considered significantly differentially expressed.

## Results

### Mammary tumor formation and growth are accelerated in MMTV-Wnt/ILK double-transgenic mice

To begin investigating the cooperation between ILK and Wnt signaling pathways in mammary tumor formation we needed to determine how overexpression of ILK would affect Wnt1-induced mammary tumor development. Double-transgenic MMTV-Wnt/ILK mice were created by crossing the previously available MMTV-Wnt1 male and the MMTV-ILK female (see Materials and Methods) (Figure 1a). In addition to genotyping to confirm the presence of both transgenes (that is, MMTV-Wnt1 and MMTV-ILK) (Additional file 1, Figure S1), quantitative RT-PCR confirmed overexpression of human ILK in tumors of the double-transgenic mice (Figure 1b), whereas the level of Wnt1 overexpression remained fairly consistent in both transgenic models (data not shown). After genotyping, double-transgenic MMTV-Wnt/ILK female mice and their littermate controls (MMTV-Wnt1, MMTV-ILK, and FVB) were monitored and palpated weekly for the onset of tumors. The percentage of animals in each cohort remaining free of palpable mammary tumors was plotted at weekly intervals as a function of age for virgin females (Figure 2a). Mammary tumors appeared earlier in bi-transgenic animals overexpressing both *Wnt *and *Ilk *oncogenes. About half of the bi-transgenic mice examined (*n* = 23) developed palpable mammary tumors by the age of 19 weeks (T_1/2 _= 19), whereas fewer than 30% of the Wnt1 transgenic and none of the ILK or FVB control mice had tumors. Furthermore, by age 50 weeks, all of the bi-transgenic mice exhibited tumors, at which time about 25% of the Wnt1 transgenic mice (*n* = 31) still were tumor free (Figure 2a). In addition, the tumors that arose in both Wnt1 and Wnt/ILK transgenic mice were lobuloalveolar adenocarcinomas, as was previously reported for the Wnt1 transgenic mice.

**Figure 1:**
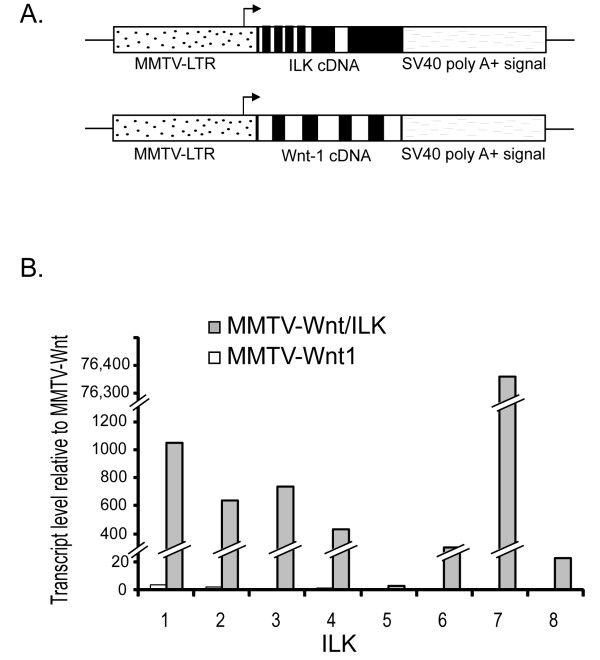
**Overexpression of the human ILK gene**. **(a**) Mouse MMTV-Wnt1 and human MMTV-ILK transgene constructs **(b)**. Quantitative RT-PCR performed on randomly selected tumors from each MMTV-Wnt1 and MMTV-Wnt/ILK group (*n* = 8) showing a dramatic overexpression of the human *ILK *gene in the double-transgenic samples. The bar graphs show the relative amount of human ILK overexpression in the individual MMTV-Wnt/ILK and MMTV-Wnt1 tumors normalized for β-actin expression. The statistical analysis with 95% confidence interval of (+754.18; -256.46) shows an average value of about 400-fold of overexpression in human ILK in MMTV-Wnt/ILK with an adjusted *P *value of 3.1E-16 determined by Benjamini-Hochberg test.

**Figure 2:**
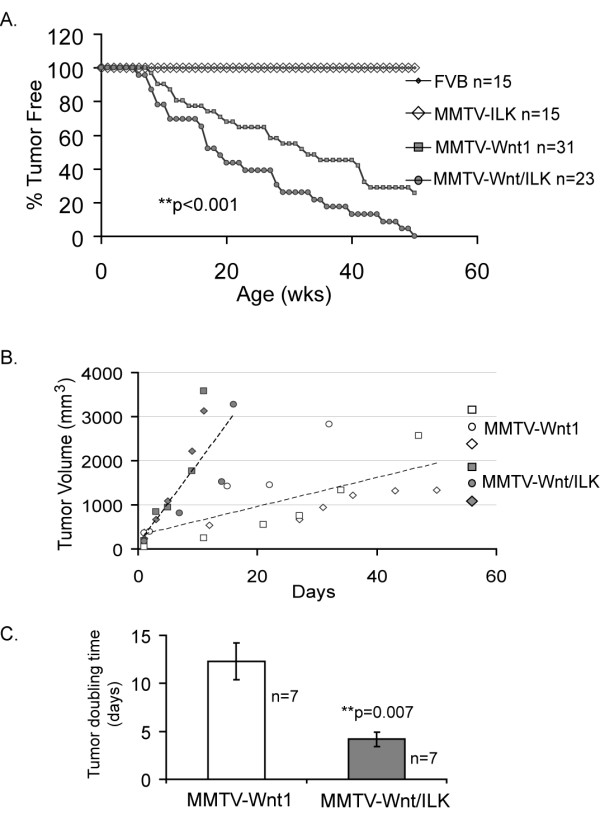
**Mammary tumor formation and tumor growth in MMTV-Wnt/ILK mice**. **(a) **Kaplan-Meier analysis of the percentage of tumor-free mice over time; *P *< 0.001. **(b) **Linear representation of growth rate from three randomly selected tumors from each transgenic group shows an accelerated rate of growth in MMTV-Wnt/ILK mice. **(c) **Tumor-doubling time was calculated based on the exponential curve fit of the tumor-volume measurements against time. The results show the mean doubling time for *n* = 7 tumors collected in each group, which supports the proliferative advantage of the tumors arising in the MMTV-Wnt/ILK transgenic group. The error bars represent the standard error of the mean (SEM), and the **P value was calculated by using a paired two-sample *t *test with a 95% confidence interval.

To determine the growth rate after tumor onset, the sizes of the mammary tumors were periodically measured. We observed a significant difference in the growth rate of the mammary tumors between MMTV-Wnt1 and MMTV-Wnt/ILK transgenic mice. In general, tumors arising in MMTV-Wnt/ILK mice grew at an accelerated rate, forming large tumors of 2,000 mm^3 ^or more within 14 days, whereas tumors in MMTV-Wnt1 typically did not grow to this size in 50 days (Figure 2b). Therefore, based on the calliper measurement of individual tumors from each group, tumors from MMTV-Wnt/ILK mice showed a tumor-doubling time of 4 days, whereas the doubling time of the tumors in the MMTV-Wnt1 group was 3 times longer, averaging 12 days (Figure 2c).

### Pre-neoplastic mammary glands of MMTV-Wnt/ILK mice show enhanced hyperplasia and proliferation

To determine whether the observed accelerated tumor incidence starts with a higher proliferation during mammary gland development, we examined the pre-neoplastic mammary glands in all transgenic models. The mammary gland architecture was therefore analyzed with whole-mount preparation. Whereas the mammary glands taken from a wild-type FVB female mouse revealed a branching ductal structure typical of a virgin female, reflected by the presence of an ordered ductal network with side branching, the pre-neoplastic mammary glands from MMTV-Wnt/ILK transgenic mice exhibited increased ductal branching with more secondary and ternary side branches, as well as a denser alveolar development at an earlier age (8 weeks old) compared with either MMTV-Wnt1 mice or controls (10 to 12 weeks old) (Figure 3a). The areas of dense alveoli are indicative of mammary gland hyperplasia (black arrows in Figure 3a). In addition, the presence of hyperplastic mammary tissue was confirmed by hematoxylin and eosin (H&E) staining of transgenic mammary gland sections (Figure 3b, a-f). The mammary glands of MMTV-Wnt/ILK mice showed a marked enhancement in epithelial hyperplasia as well as multilayered and disorganized ductal epithelium, compared with the mammary glands of the MMTV-Wnt1 mice.

**Figure 3:**
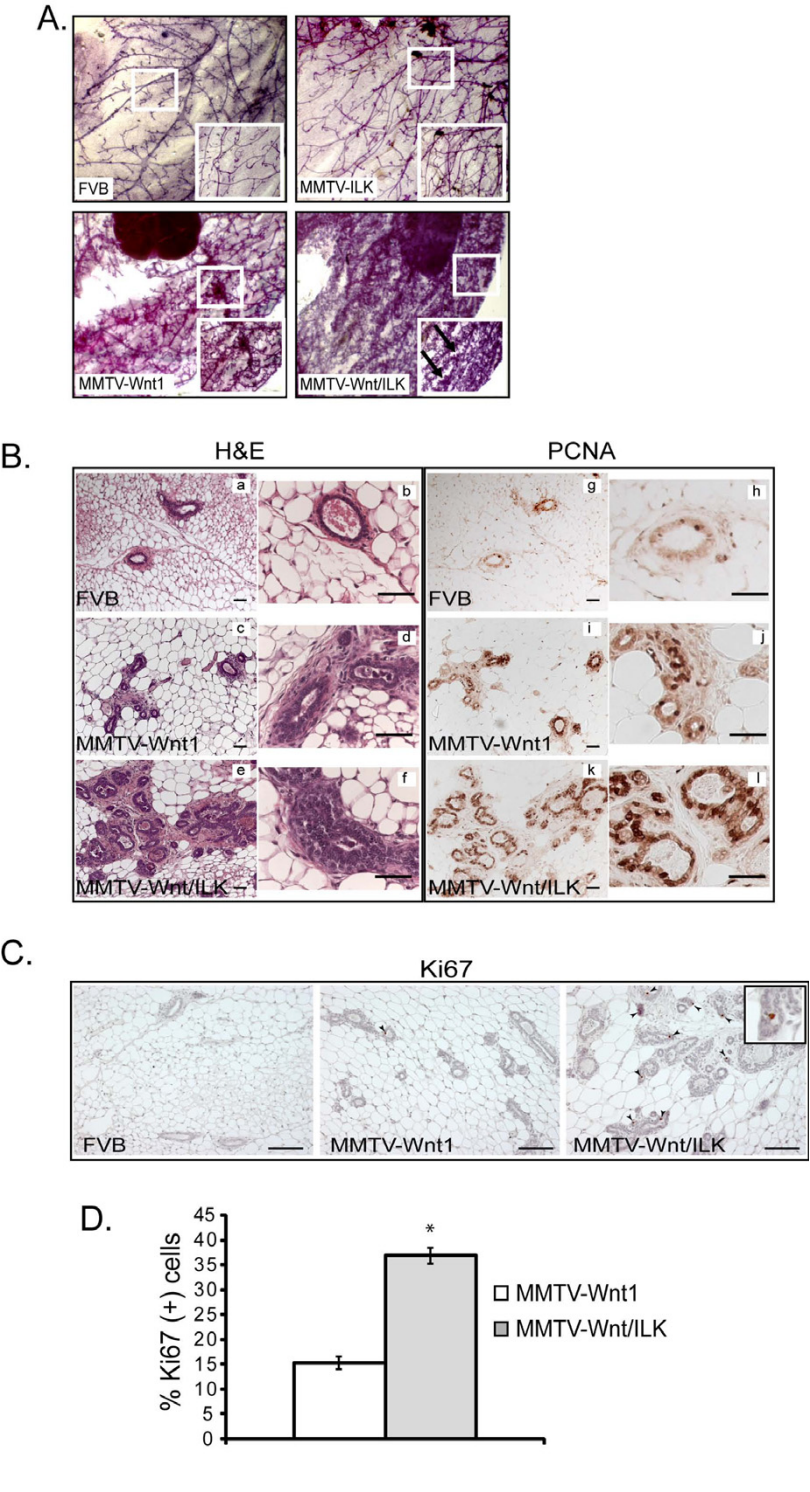
**Pre-neoplastic mammary gland analysis**. **(a**) Whole-mount ductal outgrowths from 10- to 12-week-old FVB, MMTV-Wnt1, and MMTV-ILK mice and 8-week-old MMTV-Wnt/ILK mice show a marked enhancement in the ductal network of MMTV-Wnt/ILK pre-neoplastic mammary glands at an earlier age. Images were taken by using a dissecting microscope at 4× magnification. Black arrow shows an area of dense alveoli. **(b) **Sections from inguinal mammary glands of 8- to 9-week-old mice were stained with H&E and PCNA. Mammary gland taken from an FVB mouse shows a normal glandular epithelial **(a,b) **and minimal PCNA staining **(g-h)**, whereas sections from MMTV-Wnt show more hyperplasia **(c,d) **and more PCNA staining **(i,j)**. Section of mammary glands from MMTV-Wnt/ILK mice shows an even greater epithelial hyperplasia, multilayered and disorganized ductal epithelium **(e,f)**, as well as a marked increase in PCNA staining **(k,l)**. The pictures are representative of at least five different stainings. Scale bars, 50 μm. **(c) **Ki67 was used as an additional marker to confirm the higher proliferation status of the MMTV-Wnt/ILK pre-neoplastic mammary glands. Scale bars, 100 μm. **(d) **Ki67-positive staining is quantified based on the number of the mammary lumina containing Ki67-positive cells. At least 50 mammary lumina were counted in each condition in randomly selected fields of view. Data represent mean ± SD. *P < 0.04 was calculated by using a paired two-sample *t* test.

Immunohistochemical staining also was used to examine the pre-neoplastic mammary glands for both PCNA (proliferating cell nuclear antigen)- and Ki67-positive cells, two factors known to represent proliferation. Whereas PCNA is maximally detected in the S phase, Ki67 is preferentially expressed during later stages of the cell cycle [28], providing different staining patterns, but both indicative of the proliferation status of the tissue. As previously shown [9], we also confirmed a greater proliferation status in the mammary gland cells in MMTV-Wnt1 transgenic mice compared with non-transgenic FVB controls (Figure 3b, g-j). However, the mammary glands of MMTV-Wnt/ILK mice showed an even greater increase in both PCNA (Figure 3b, g-j) and Ki67 (Figure 3c) staining over those observed in the glands of MMTV-Wnt1 transgenic mice (Figure 3b, i-l, and 3c). Altogether, these results suggest a further enhancement in the proportion of the proliferating cells as the result of the mutual input from both ILK and Wnt signaling pathways in the double-transgenic mice. The pre-neoplastic mammary glands of the double-transgenic mice on average showed about a twofold increase in proliferation activity based on Ki67 staining compared with the glands of the MMTV-Wnt1 model (Figure 3d).

### Biochemical analysis of the double-transgenic tumors reveals upregulation of proliferation promoting molecular markers

To investigate the potential role of some of the known downstream targets of both Wnt and ILK signaling pathways in the enhanced development of tumors in Wnt/ILK double-transgenic mice, we performed a series of Western blots on protein extracts isolated from 20 randomly chosen tumors. In addition, we included protein extracts from two normal mammary glands harvested from FVB mice as a control (Figure 4a). The Western-blot data were quantified by densitometry analysis (Figure 4b). All values were normalized to β-actin for the corresponding sample on each gel. We observed a clear difference in the expression of some of the downstream molecular effectors of the Wnt signaling pathway, such as cyclin D1, β-catenin, and suggestive evidence of a difference for RuvB-like 1. Western-blot analysis of β-catenin showed greater than twofold increase in β-catenin expression in Wnt/ILK double-transgenic tumors compared with Wnt1-induced mammary tumors (Figure 4a,b). More interesting, β-catenin immunohistochemical staining revealed a marked increase in nuclear accumulation of β-catenin in MMTV-Wnt/ILK tumors compared with a more-cytoplasmic distribution of β-catenin observed in Wnt1 tumors (Figure 4c). It is known that an increase in Wnt-mediated β-catenin is attributable to increased stability through the inhibition of the ubiquitin-mediated degradation [29,30]. In MMTV-Wnt/ILK tumors, further activation of ILK, which has also been shown to regulate β-catenin stabilization and nuclear localization (reviewed in [15]), further contributed to this increase. Quantification of the proportion of the cells staining positive for nuclear β-catenin to the total number of the cells in five randomly chosen fields of view shows a 3.5-fold increase in nuclear positive β-catenin staining in MMTV-Wnt/ILK tumors (Figure 4d). In addition, RuvB-like 1, a TATA box-binding protein essential for cell growth [31], which participates in β-catenin-mediated transactivation by binding to nuclear β-catenin [32], also showed about a 1.8-fold increase in MMTV-Wnt/ILK tumors. Interestingly, RuvB-like 1 was also recently found to interact with ILK in a proteomics analysis for the identification of the components of the ILK interactome [33].

**Figure 4:**
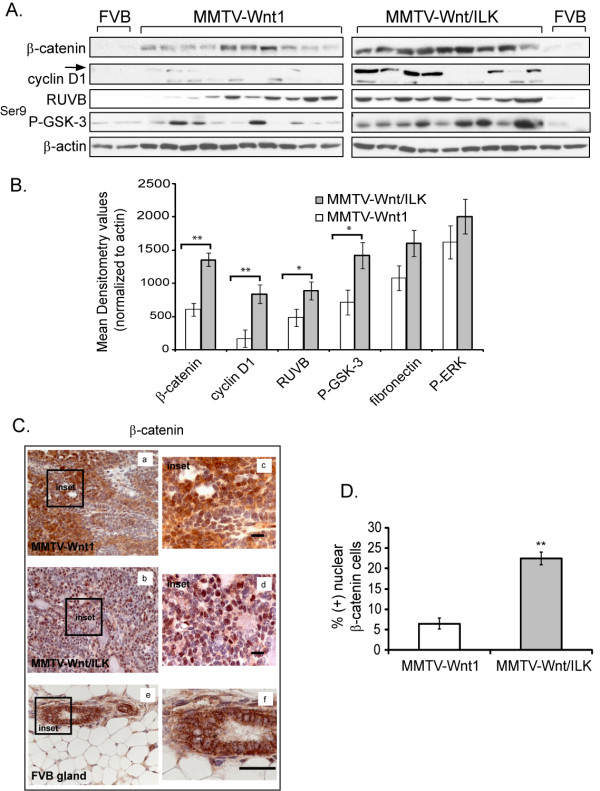
**Biochemical analysis, densitometry results, and immunochemistry**. **(a) **The biochemical analysis of the tumors from each group demonstrates upregulation of certain molecular markers in MMTV-Wnt/ILK tumors, which could potentially lead to the more-aggressive growth phenotype observed in these tumors. The lysates from two different FVB mammary glands were used as controls. The blots were generated at the same time, by using the same apparatus, and under identical exposure times and conditions to ensure comparability. **(b) **The graph for the Western-blot analysis illustrates the densitometry results of the blots. Results represent the mean of densitometry data from 10 independent tumors normalized for β-actin expression. The error bars represent the standard error of the mean (SEM). *P ≤ 0.05; **P < 0.005; calculated by using an ANCOVA analysis. **(c) **β-catenin immunohistochemistry shows a significant increase in nuclear localization in excised tumors from MMTV-Wnt/ILK mice, suggesting a more-active β-catenin-mediated transcriptional machinery. Magnification: **(a,b) **40×; **(c,d) **63×; *n* = 4. β-catenin staining of the normal FVB mammary gland is included as a control **(e,f)**. Scale bars, 25 μm. **(d) **Positive nuclear β-catenin staining was determined by counting the cells that showed overlapping hematoxylin and β-catenin staining. The cells were counted in five equal randomly chosen fields of view at 40× magnification in four individual tumors. Results are reported as the mean of the ratio of the total number of the nuclear-positive cells to the total cell count. The error bars represent the standard error of the mean (SEM). **P < 1.1 × 10^-7 ^was calculated by using a paired two-sample *t *test.

Previous studies have shown an increased abundance of cyclin D1 in Wnt1 mammary tumors [34,35]. Although cyclin D1 levels were increased in Wnt1 tumors compared with normal mammary epithelium, we found an additional fourfold increase in the cyclin D1 level in Wnt/ILK double-transgenic mammary tumors. We also observed an increase in GSK-3 Ser-9 phosphorylation in MMTV-Wnt/ILK tumors. Both cyclin D1 and phosphorylation of GSK-3β are regulated by ILK as well as by Wnt1 [20]. Other signaling molecules, such as P-ERK and fibronectin, also showed a marginal increase in the MMTV-Wnt/ILK tumor samples (Figure 4b). However, this upregulation was not statistically significant with the sample size tested.

Some of the other downstream targets of Wnt and ILK pathways, such as c-myc, Lef-1, MMP-2, MMP-7 (data not shown), ^ser473^P-AKT (Additional file 1, Figure S2), did not show a marked difference in expression in the mammary tumors between the two transgenic groups. Overall, these data suggest activation of collaborative oncogenic signaling pathways contributing to the more-aggressive growth phenotype of the MMTV-Wnt/ILK tumors.

### Transcriptional profiling of transgenic mammary tumors

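RNA from 4 MMTV-Wnt1 tumors and 4 MMTV-Wnt/ILK tumors was hybridized to Affymetrix Mouse Exon 1.0 ST arrays, 1 array per tumor. MMTV-Wnt1 mice express Wnt1 in the mammary epithelium under the mouse mammary tumor virus promoter, and MMTV-Wnt/ILK mice carry a human ILK transgene in addition. The log2 value of Wnt1 was 10.52 ± 0.53 (SD, n = 4) in MMTV-Wnt1 tumors and 10.81 ± 0.23 (SD, n = 4) in MMTV-Wnt/ILK tumors. The mouse Ilk row was at 10.63 ± 0.16 (SD, n = 4) and 10.77 ± 0.15 (SD, n = 4), a difference of 0.14 with a standard error of 0.15. Whether its probes read the human transgene was not tested. The authors made the values with the RMA algorithm, which corrects the background and summarizes the probes of a gene on a log2 scale, and applied quantile normalization between chips. The deposited table holds 23332 rows. Of these, 14996 are annotated with exactly 1 gene, 1019 with several genes and 7317 with none, and only rows with exactly 1 gene are named here. The medians of the 8 arrays ran from 6.89 to 7.23, and pairs of arrays correlated at 0.920 to 0.974. MMTV-Wnt/ILK tumors were compared with MMTV-Wnt1 tumors for every row with limma, a linear model with moderated variances, and p-values were adjusted by the Benjamini-Hochberg method over all rows. For single genes, an exact 2-sided permutation test over the 70 assignments of the 8 tumors is given beside it, whose smallest possible p is 0.029. The number of arrays limits the precision of each difference. In simulated values with the spread of these tumors, limma called 36.0% of genes changed 2-fold and 76.2% of genes changed 4-fold at an adjusted p under 0.05. Genes were simulated independently of each other and changed alike in all 4 MMTV-Wnt/ILK tumors, so these shares may not carry over to the real tumors.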

To identify other possible signaling molecules and events involved in increased tumor incidence in MMTV-Wnt/ILK transgenic tumors, we performed global gene-expression analysis on RNA isolated from four independent tumors from each MMTV-Wnt1 and MMTV-Wnt/ILK transgenic model. Gene-expression levels were determined by using the Affymatrix GeneChip Mouse Exon 1.0 ST. The exploratory expression data obtained from the Affymetrix scanner were processed by using ArrayAssist software (ArrayAssist v1.x) controlling for false-negative and false-positive results. Probe-set summary and background correction of expression values were performed by using the RMA algorithm (ArrayAssist ExonRMA), and chip-to-chip variation was corrected by using quantile normalization. 

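Dusp1, a phosphatase that inactivates MAP kinases, was at a log2 value of 9.14 ± 0.18 (SD, n = 4) in MMTV-Wnt1 tumors and 8.35 ± 0.20 (SD, n = 4) in MMTV-Wnt/ILK tumors, and all 4 MMTV-Wnt/ILK tumors lay below all MMTV-Wnt1 tumors (exact permutation test, p = 0.029). Atf3, a stress-induced transcription factor of the same immediate-early group, had a log2 fold change of -0.77 with a standard error of 0.24. Of 12 measured immediate-early genes, 6 had a higher mean and 6 a lower mean, and the list was not shifted as a group (camera, adjusted p = 0.212). Adjusted over the list alone, Dusp1 passed as lower and no member as higher. Dusp1 and Atf3 were named for having among the smallest p of this list, so the exact p of Dusp1 is no independent support. The adjustment over the list alone does not cover the 29 lists examined. Over all 23332 rows, no gene passed an adjusted p of 0.05 with limma, and the smallest adjusted p was 0.905. At an unadjusted p under 0.05, 1193 rows passed with limma, 678 higher and 515 lower in MMTV-Wnt/ILK tumors, where 1166.6 are expected by chance. An equal-variance test per row gave 1203 rows at that threshold and 0 after adjustment. Without MMTV-Wnt/ILK tumor 2, limma called 13 rows at an adjusted p under 0.05, all higher.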

From the gene-chip data, we identified 200 known or predicted genes showing a significant fold change (data not shown). Volcano or scatterplot was used to highlight the most differentially expressed transcripts as the function of significance (determined based on *P *value) over differential expression (determined as fold change) (Additional file 1, Figure S3). 

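Samd5, which encodes a protein with a sterile alpha motif, was among the rows past the thresholds of Figure S3. Its log2 value was 6.91 ± 0.36 (SD, n = 4) in MMTV-Wnt1 tumors and 8.68 ± 0.95 (SD, n = 4) in MMTV-Wnt/ILK tumors, and it was higher in 4 of 4 MMTV-Wnt/ILK tumors than in any MMTV-Wnt1 tumor. At a fold change over 2 and an unadjusted p of at most 0.01, 65 rows passed with limma, 41 higher and 24 lower in MMTV-Wnt/ILK tumors. Of these, 15 are annotated with exactly 1 gene, 9 higher and 6 lower. The count was 126 without MMTV-Wnt1 tumor 1, 103 without MMTV-Wnt1 tumor 2, 38 without MMTV-Wnt/ILK tumor 1, 156 without MMTV-Wnt/ILK tumor 2, 112 without MMTV-Wnt/ILK tumor 3 and 42 without MMTV-Wnt/ILK tumor 4. It was 17 with an equal-variance test per row and 193 with weights for each array.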

Subsequently, all exon-level and gene-level probe sets showing an absolute fold change > 2.5 and an unadjusted *P *value < 0.05 were reviewed (Table S1). Categorization of these differentially expressed genes according to their molecular-function groups, as shown in Additional file 2, suggests a change in the program of gene expression, and particularly a transcriptionally active signaling network in Wnt/ILK mammary tumors (Additional file 2). 

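Reg3g, a secreted antibacterial lectin, had the largest difference among the named genes past these thresholds whose tumors separated by group, at a log2 value of 4.01 ± 0.22 (SD, n = 4) in MMTV-Wnt1 tumors and 5.82 ± 1.30 (SD, n = 4) in MMTV-Wnt/ILK tumors. All MMTV-Wnt1 values of Reg3g lay below the lower quartiles of the arrays, which ran from 5.50 to 5.62, so the size of this difference is uncertain. Pdk4, a kinase that inhibits pyruvate dehydrogenase, was at 8.59 ± 1.17 (SD, n = 4) and 7.09 ± 0.43 (SD, n = 4), with MMTV-Wnt1 tumor 2 at 10.23 and the others of its group from 7.69 to 8.62. Pcolce2, an enhancer of procollagen processing, was at 7.21 ± 1.16 (SD, n = 4) and 5.81 ± 0.35 (SD, n = 4), with MMTV-Wnt1 tumor 4 at 8.88 and the others of its group from 6.33 to 7.08. Each of these genes separated the groups completely (exact permutation test, p = 0.029), and none passed an adjusted p of 0.05 with limma. They were picked for this separation, so the exact p is no independent support. At the study's thresholds 87 rows passed, 63 higher and 24 lower in MMTV-Wnt/ILK tumors. Exactly 1 gene is annotated for 20 of them, 15 higher and 5 lower, and the other 67 are not named here. The tumors separated by group in 17 of the 87 rows. These rows were picked for a large difference, which favors separation, so that share cannot be read against chance. Over the whole table 2.90% of rows separated the groups, where chance gives 2.86%. Of the 35 splits of the 8 tumors into groups of 4, the real one included, 13 gave at least 87 rows. The count at the study's thresholds was 46 with an equal-variance test per row and 188 with weights for each array. It was 148 without MMTV-Wnt1 tumor 1, 133 without MMTV-Wnt1 tumor 2, 150 without MMTV-Wnt/ILK tumor 2 and 136 without MMTV-Wnt/ILK tumor 3.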

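Of 11 measured genes of hormone-sensing luminal cells, the mammary cells that carry estrogen and progesterone receptors, 9 had a higher mean in MMTV-Wnt/ILK tumors and 2 a lower mean. Wnt5a, a secreted Wnt ligand, had a log2 fold change of 0.91 with a standard error of 0.31, and Cited1, a transcriptional coactivator, one of 1.08 with a standard error of 0.41. No member passed an adjusted p of 0.05 with limma, over all genes or adjusted over the list alone. As a group these genes were shifted up against all other named genes, with a mean log2 fold change of 0.74 (limma's camera, adjusted p = 0.000411 over 29 lists, and adjusted p = 0.756 with an estimated correlation). Over the alternatives its adjusted p ran from 7.5e-08 to 0.756. Of the 11 genes, Esr1 and Foxa1 are also genes that the paper picked from these tumors. MMTV-Wnt/ILK tumor 3, with a mean of -0.34 relative to each gene's mean over the 8 tumors, lay among the MMTV-Wnt1 tumors, whose means ran from -0.81 to -0.14. Of 25 measured proliferation genes, 4 had a higher mean and 21 a lower mean in MMTV-Wnt/ILK tumors. Mcm7, a subunit of the replicative helicase, had a log2 fold change of -0.42 with a standard error of 0.17, and the mitotic kinase Aurka one of -0.40 with a standard error of 0.21. The proliferation list was shifted down, with a mean of -0.20 (camera, adjusted p = 0.00948, and adjusted p = 0.756 with an estimated correlation). Its call was lost without MMTV-Wnt1 tumor 2 (mean -0.11), without MMTV-Wnt/ILK tumor 2 (mean -0.18), without MMTV-Wnt/ILK tumor 3 (mean -0.11) and with weights for each array (mean -0.15), and over the alternatives its adjusted p ran from 5.01e-09 to 0.756.

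**Figure D1:**
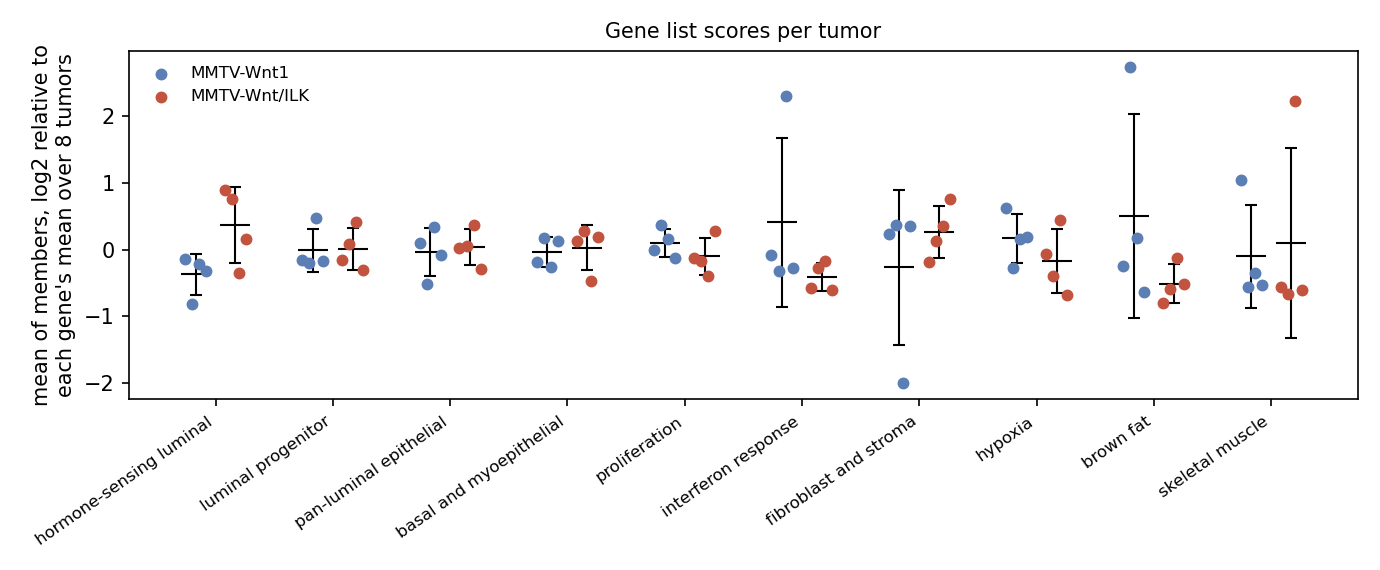
Mean log2 value of the members of 10 gene lists in each tumor, relative to each gene's mean over the 8 tumors. Points are tumors of the MMTV-Wnt1 and MMTV-Wnt/ILK groups, and horizontal marks and bars are group means and SD (n = 4). In hormone-sensing luminal genes MMTV-Wnt/ILK tumors 1 and 2 are highest, at 0.90 and 0.76, while MMTV-Wnt1 tumor 3 is at 2.31 in interferon response genes and -2.004 in fibroblast and stroma genes, MMTV-Wnt1 tumor 2 at 2.74 in brown fat genes, and MMTV-Wnt/ILK tumor 3 and MMTV-Wnt1 tumor 1 at 2.22 and 1.05 in skeletal muscle genes.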

Included among these are Sirt1, Hey2, Ncoa4, and Foxa1, all of which have been implicated in the progression of luminal breast cancer and ER-α-dependent signaling, as well as ER-α (that is, Esr 1) (Additional file 2). 

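Hey2, a transcriptional repressor downstream of Notch receptors, was at a log2 value of 6.63 ± 0.17 (SD, n = 4) in MMTV-Wnt1 tumors and 8.21 ± 0.81 (SD, n = 4) in MMTV-Wnt/ILK tumors. This is a log2 fold change of 1.59 (standard error 0.36, adjusted p = 0.905 from limma), and all 4 MMTV-Wnt/ILK tumors lay above all MMTV-Wnt1 tumors (exact permutation test, p = 0.029). The paper picked Hey2 from these same arrays, so this separation is no independent support for it. Sirt1, a NAD-dependent deacetylase, was at 9.19 ± 0.34 (SD, n = 4) and 9.21 ± 0.13 (SD, n = 4). Its log2 fold change was 0.02 with a standard error of 0.19 and a 95% interval from -0.41 to 0.45 (exact permutation test, p = 0.97), and it was -0.08 with weights for each array and -0.0033 after median-centring the arrays. These values come from 1 gene-level row. The paper's list drew on exon-level as well as gene-level probe sets, and exon-level values were not analysed here. Ncoa4 is annotated only together with other genes on its row and is given no value here.

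**Figure D2:**
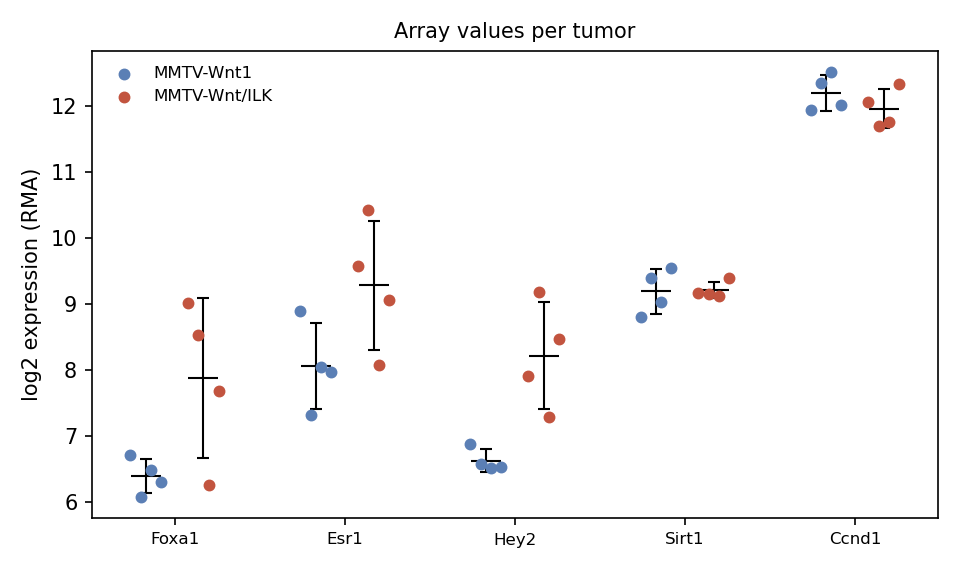
Log2 array values of Foxa1, Esr1, Hey2, Sirt1 and Ccnd1 in each tumor. Points are single tumors of the MMTV-Wnt1 and MMTV-Wnt/ILK groups, and horizontal marks and bars are group means and SD (n = 4). Hey2 separates the groups, and the values of Foxa1, Esr1, Sirt1 and Ccnd1 overlap between them.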

Ncoa4 (nuclear receptor co-activator 4) and FOXA1 (forkhead-box A1), both have been shown to act as transcriptional activators of estrogen (ER)-α [36,37]. Sirt1 transcription factor has been shown to regulate Hey2, a downstream effecter of Notch1 signaling [38,39], one of the more prominent activated pathways in the luminal-restricted mammary progenitor cells [40,41]. This functional classification also facilitated the selection of the gene candidates for further validation (Additional file 2). This microarray analysis with the limited number of chips used was an initial approach in obtaining an exploratory list of potential gene targets. We, therefore, followed up by selecting 26 of these genes for validation by quantitative reverse transcriptase PCR (Q-RT-PCR).

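Arhgef6, Bhlhe41, a transcriptional repressor of the circadian clock that carries the older name Bhlhb3, and Dock9, an exchange factor for Cdc42, were each higher on the arrays in all 4 MMTV-Wnt/ILK tumors than in any MMTV-Wnt1 tumor (exact permutation test, p = 0.029 for each). The paper chose its Q-RT-PCR genes from these same arrays, so these p-values are no independent support for them. The log2 fold change was 1.16 for Arhgef6 (standard error 0.37), 0.84 for Bhlhe41 (standard error 0.26) and 0.46 for Dock9 (standard error 0.20). For Bhlhe41 the Q-RT-PCR value in Figure 5, read by eye, is a fold change below 1, so it goes the other way. Arrb1, which encodes beta-arrestin 1, had a log2 fold change of 0.79 with 3 of 4 MMTV-Wnt/ILK tumors above the MMTV-Wnt1 range (exact permutation test, p = 0.057). Smaller differences were seen for Cst3 (0.40, standard error 0.25), Basp1 (0.37, standard error 0.26), Runx1 (0.29, standard error 0.23) and Pik3r1 (0.21, standard error 0.18). Tug1, a long noncoding RNA, was at 0.02 with a standard error of 0.21. Pde4d has more than 1 row, and these disagree in sign, at -0.10 for the brighter row and 0.32 for the other. The name Phr1 is carried by both Mycbp2 (0.25, standard error 0.21) and Plekhb1 (0.41, standard error 0.27). None of these genes passed an adjusted p of 0.05 with limma.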

Transcript levels for each test gene were normalized to β-actin or GAPDH transcript levels or both in the same extract. Logarithmic results were exponentiated to obtain linear-scale fold-change estimates (that is, 2^-ΔΔCt^) and confidence intervals. The results of the Q-RT-PCR assays demonstrated consistent differential expression for 17 of the 26 genes identified and tested from the Affymetrix analysis (Figure 5).

**Figure 5:**
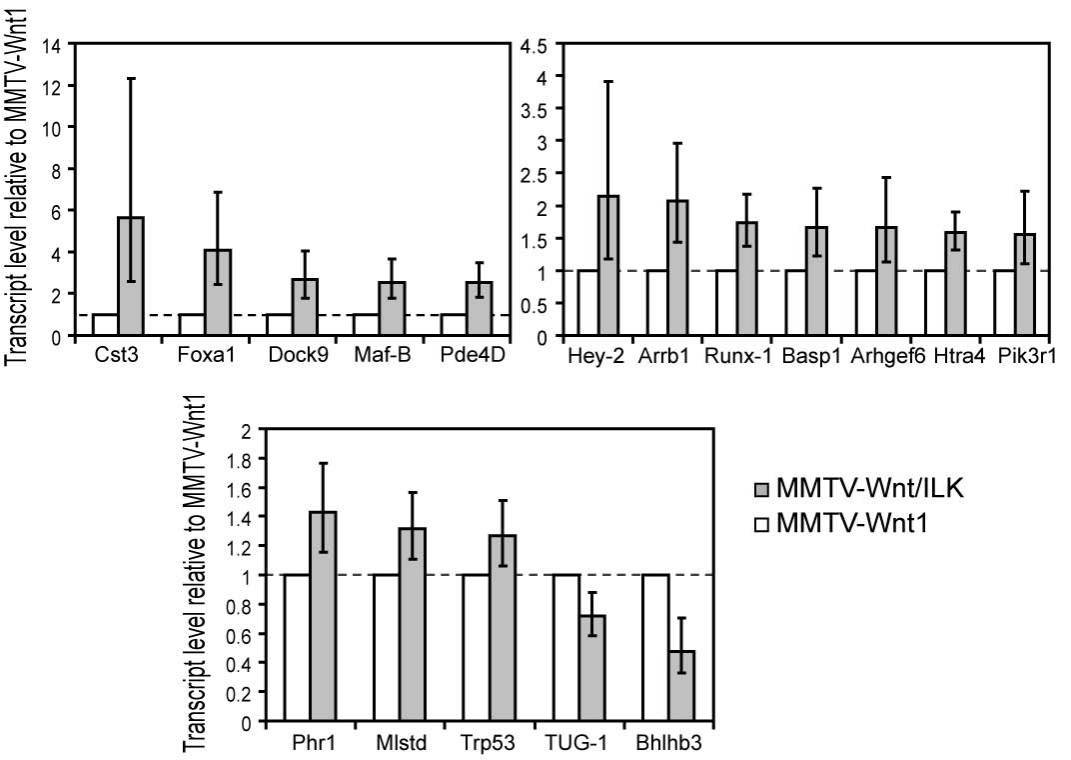
**Q-RT-PCR validation of the microarray data shows differential expression of 17 of 26 genes tested (at least three and up to eight samples)**. Results were exponentiated to obtain natural-scale fold-change estimates (that is, 2^-ΔΔCt^) and 95% confidence intervals, shown as bar heights and whiskers, respectively. The genes that showed a fold change of ≥ 30% with *P *≤ 0.05 are presented as validated genes.

### MMTV-Wnt/ILK transgenic mice develop tumors enriched for luminal progenitor cells and active FOXA1/ER-α network

Expression profiling, by microarray DNA analysis, revealed a marked upregulation in FOXA1 in mammary carcinomas of the Wnt/ILK double-transgenic mice (Table S1). 

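Foxa1, a forkhead factor that opens chromatin for the estrogen receptor, was at a log2 value of 6.39 ± 0.26 (SD, n = 4) in MMTV-Wnt1 tumors and 7.87 ± 1.21 (SD, n = 4) in MMTV-Wnt/ILK tumors. The values in the MMTV-Wnt/ILK tumors were 9.02, 8.54, 6.25 and 7.69, and 3 of the 4 lay above all MMTV-Wnt1 tumors. The fold change was 2.79, a log2 fold change of 1.48 (standard error 0.53, adjusted p = 0.905 from limma; exact permutation test, p = 0.11). Its 95% interval ran from 0.28 to 2.68 on the log2 scale. The difference passed an unadjusted p of 0.05 with limma and did not with an equal-variance test per row. Nor did it with limma without MMTV-Wnt1 tumor 2 (log2 fold change 1.38), MMTV-Wnt/ILK tumor 1 (1.10) or MMTV-Wnt/ILK tumor 2 (1.26). It passed when any other tumor was left out. Without MMTV-Wnt/ILK tumor 3, the lowest of its group, the log2 fold change was 2.02 (limma, unadjusted p = 0.00027 and adjusted p = 0.64).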

Upregulation of FOXA1 also was confirmed by Q-RT-PCR in a larger tumor sample set (*n* = 8) as well as at the protein level by immunohistochemical staining (Figure 6). Quantitative RT-PCR showed an average increase of fourfold in FOXA1 expression (Figure 5). The fact that FOXA1 controls the downstream transcription of ER-regulated genes [37,42,43] led us to examine further the expression of ER-α, which was also identified in the Affymetrix analysis. 

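Esr1, which encodes ER-α, is measured by 1 row of the deposited gene-level table, and exon-level values were not analysed here. Its log2 value was 8.06 ± 0.65 (SD, n = 4) in MMTV-Wnt1 tumors and 9.28 ± 0.98 (SD, n = 4) in MMTV-Wnt/ILK tumors, a fold change of 2.33. The log2 fold change was 1.22 (standard error 0.50, adjusted p = 0.905 from limma), and 3 of 4 MMTV-Wnt/ILK tumors lay above all MMTV-Wnt1 tumors (exact permutation test, p = 0.057). Its 95% interval ran from 0.09 to 2.36 on the log2 scale. An unadjusted p under 0.05 from limma was lost with an equal-variance test per row. It was also lost without MMTV-Wnt1 tumor 2 (log2 fold change 0.98), 3 (1.22) or 4 (1.19) and without MMTV-Wnt/ILK tumor 1 (1.12), 2 (0.84) or 4 (1.30). It held without MMTV-Wnt1 tumor 1 (1.50) and without MMTV-Wnt/ILK tumor 3, the lowest of its group. Without the latter, the log2 fold change was 1.63 (limma, unadjusted p = 0.0057 and adjusted p = 0.92).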

ER-α also showed evidence of fold change in our exon-level analysis on eight different exon probe sets, with an average fold change of 2.56 and a *P *value of 0.031.

**Figure 6:**
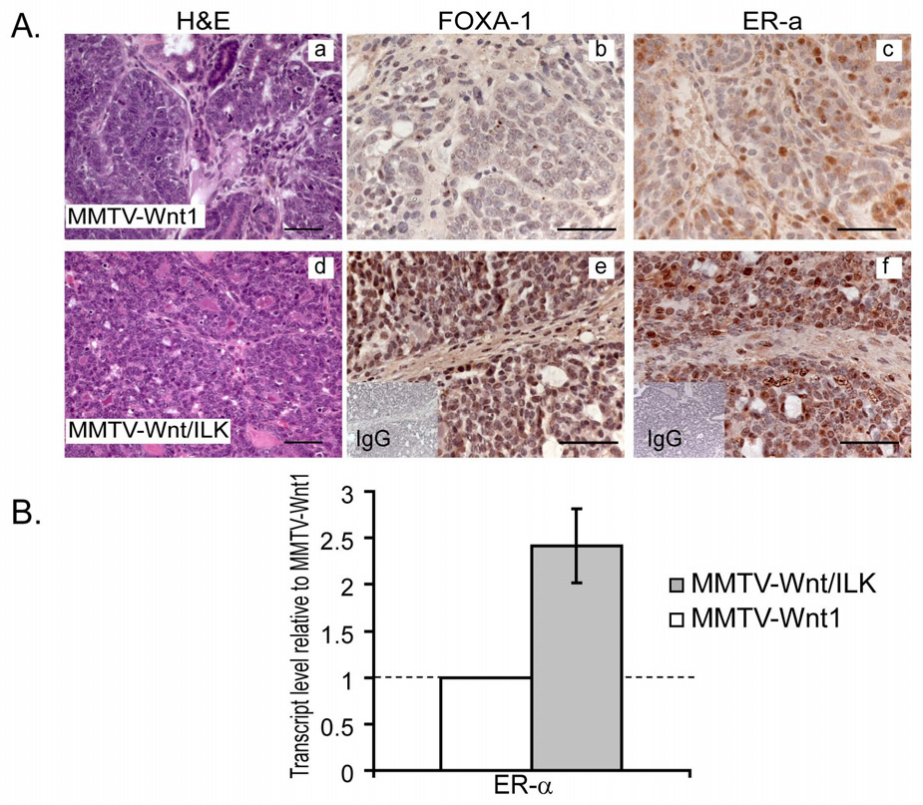
**Immunohistochemical staining and PCR analysis**. **(a) **Immunohistochemical staining of tumors from MMTV-Wnt/ILK mice exhibit strikingly enhanced expression of FOXA1 and ER-α. Magnifications: (**a,d) **40×; (**b,c, and e,f) **63×. Scale bars, 50 μm. **(b) **Q-RT-PCR analysis shows a 2.4-fold increase in ER-α transcripts levels in MMTV-Wnt/ILK tumors. Results are shown as fold change (FC) of ER-α expression in MMTV-Wnt/ILK over MMTV-Wnt1 tumors.

At the protein level, although the tumors from both transgenic models were ER-α positive by immunohistochemistry, a higher level of staining was evident in sections from the double-transgenic tumors (Figure 6a). In addition, Q-RT-PCR revealed a 2.4-fold increase in ER-α expression at the mRNA level in MMTV-Wnt/ILK tumors (Figure 6b). Because the expression of ER-α is considered one of the hallmarks of luminal-type breast tumor [42], and FOXA1 is considered a marker of luminal cell differentiation during normal mammary gland development [44], we sought to examine the potential difference in the level of mammary gland luminal epithelial fraction in the two transgenic models.

Recently, CD24 was used as a single marker for isolation of pure populations of the luminal and basal compartments of the mouse mammary epithelium. Cells with a high expression of CD24 were identified to represent the mouse mammary luminal epithelial cells [41,45,46]. Other studies showed high expression of CD24 on luminal-restricted colony-forming cells [41,45,46]. In our model, initial immunohistochemistry revealed a greater presence of CD24-positive cells in both mammary tumors and pre-neoplastic mammary glands of MMTV-Wnt/ILK mice compared with the same tissue type in MMTV-Wnt mice (data not shown). This suggests a possible role for ILK in the background of MMTV-Wnt1 in expanding the luminal cell lineage with markedly enriched tumor-forming capacity.

However, because analysis of CD24 level by IHC is not an optimal way for such a comparison to be made, we further examined different epithelial subpopulations in tumors from both transgenic models with FACS analysis. We specifically looked at the expression of the cell-surface markers CD24 and CD61 within the Lin^-^CD29^lo ^fraction (Figure 7a). Within the CD29^lo^CD24^hi ^fraction, also known as the luminal subpopulation [47], we determined the level of CD61^+^, which is the enriched fraction for the luminal progenitor cells [8,48] (Figure 7a). Single-cell suspensions from mammary glands of FVB mice were used as a control for staining with these cell-surface markers (Figure 7a). As suspected, single-cell suspensions prepared from MMTV-Wnt/ILK tumors (*n* = 3), depleted of hematopoietic and endothelial cells [8] (referred to as "Lin^-"^), showed a more than two fold expansion in the percentage of CD61^+ ^luminal progenitor cells within the total luminal fraction, CD29^lo^CD24^hi ^population (Figure 7a,b). The purity of the cell populations was evaluated by determining the expression of the luminal lineage marker keratin 18 (K18) and the myoepithelial marker keratin 14 (K14) (Figure 7c). As expected, K18 expression was highest in the CD29^lo^CD24^hi ^luminal fraction, whereas expression of K14 was restricted to CD29^hi^CD24^med ^myoepithelial fraction in both transgenic models (Figure 7c). These data further suggest the expansion of the luminal progenitor lineage as the result of the mutual input of ILK and Wnt1 signaling.

**Figure 7:**
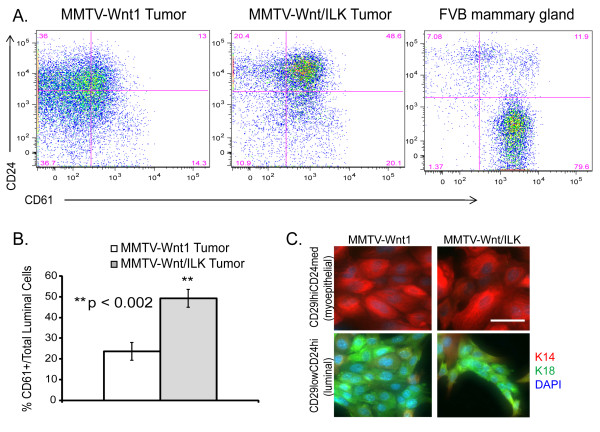
**Flow-cytometry analysis and relative proportions of cell types**. **(a**) Flow-cytometry analysis showing the distribution of Lin^-^CD29^lo ^for the expression of the surface markers CD24 and CD61. Mammary glands from 10-week-old FVB mice were included as a control for the expression of these cell-surface markers and analysis by FACS. The increase in CD24^hi^CD61^+ ^luminal progenitor cells is evident in the tumor cells of the MMTV-Wnt/ILK transgenic model compared with MMTV-Wnt (*n* = 3 per group). **(b) **Bar chart depicting the relative proportion of the CD61^+ ^luminal progenitor cells to the total luminal population (CD29^lo^CD24^hi^) in the two tumor types. Error bars indicate mean ± SD. **P < 0.002 was calculated by using a paired two-sample t test. **(c) **The purity of the cell populations (myoepithelial and luminal) in the sorted fractions is shown by the lineage-specific markers, K18 and K14, in the cultured tumor cells of both transgenic models. Scale bars, 25 μm.

## Discussion

Transgenic and knockout mice bearing genetic changes have been used as the conventional approaches to test some of the signaling events involved in the induction and progression of breast cancer. ILK- and Wnt-mediated signaling are two such pathways. Cooperative signaling between ILK and Wnt in cell culture was identified by us earlier [17,49]. In this study, we showed that mammary-specific expression of ILK in MMTV-Wnt1 mice results in the accelerated development of the spontaneous mammary tumors. Enhanced expression of pro-proliferative genes, such as *β-catenin *and *cyclin D1*, are evident in these double-transgenic mice. We also present several lines of evidence supporting the notion that the cooperative signaling events between Wnt1 and ILK pathways result in a highly active ER-α signaling pathway. 

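Stc2, a secreted glycoprotein induced by estrogen, had a log2 fold change of 1.38 (standard error 0.54) in MMTV-Wnt/ILK tumors against MMTV-Wnt1 tumors (exact permutation test, p = 0.057). MMTV-Wnt/ILK tumor 1 was at 10.02 and the others of its group from 7.26 to 8.33. Tff3, a trefoil factor, and Igf1r, the receptor of insulin-like growth factor 1, which are also estrogen-regulated, were lower in all 4 MMTV-Wnt/ILK tumors than in any MMTV-Wnt1 tumor, at log2 fold changes of -0.64 (standard error 0.18) and -0.57 (standard error 0.22). Tff3 was dim, at 5.90 in MMTV-Wnt1 and 5.26 in MMTV-Wnt/ILK tumors, where the lower quartiles of the arrays ran from 5.50 to 5.62. Of 23 measured estrogen receptor target genes, 12 had a higher mean in MMTV-Wnt/ILK tumors and 11 a lower mean, and none passed an adjusted p of 0.05 with limma, over all genes or adjusted over the list alone. The list had a mean log2 fold change of 0.07 and a median of 0.05 (camera, adjusted p = 0.684).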

The molecular signature of MMTV-Wnt/ILK tumors contained the transcripts of several proteins involved in ER-α signaling. Among those is FOXA1, which shows an average fourfold increase in expression in double-transgenic mammary tumors compared with Wnt1 tumors with > 95% confidence interval. Even though the transcriptional regulation of FOXA1 remains a subject of further investigation, earlier studies show positive regulation of FOXA1 by activated β-catenin through Sox17 [50]. Therefore, the Wnt1/ILK-mediated upregulation of nuclear β-catenin shown both *in vitro *[17] and *in vivo *(Figure 4) could potentially be responsible for the observed upregulation of FOXA1 expression in the Wnt1/ILK mammary tumors.

Forkhead-box A1 (FOXA1), a member of the "winged helix" family of the transcription factors, can regulate many genes associated with regulation of cell signaling and the cell cycle [51] and can act either as a growth stimulator or as a repressor. As a stimulator, FOXA1 interacts with *cis*-regulatory regions in heterochromatin and opens the chromatin [52], which subsequently enhances the interaction of ER-α with promoters of various ERα-regulated genes. Transactivations of ER-α machinery, as well as the enhancement in nuclear accumulation of β-Catenin also support the observed upregulation of cyclin D1 in Wnt1/ILK double-transgenic mammary tumors. *Cyclin D1 *is one of the most commonly overexpressed genes in human breast cancer whose transcription is activated by FOXA-1-mediated ER-α gene regulation [53,54], as well as by β-catenin-mediated transcriptional machinery [55]. 

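Ccnd1, which encodes cyclin D1, was at a log2 value of 12.20 ± 0.27 (SD, n = 4) in MMTV-Wnt1 tumors and 11.96 ± 0.30 (SD, n = 4) in MMTV-Wnt/ILK tumors. The log2 fold change was -0.24 (standard error 0.20, adjusted p = 0.910 from limma; exact permutation test, p = 0.29), with 2 of 4 MMTV-Wnt/ILK tumors below the MMTV-Wnt1 range and none above it. Its 95% interval, from -0.71 to 0.22 on the log2 scale, includes 0.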

Although the enhancement in cyclin D1 upregulation is not apparent at the transcript level with our microarray analysis, it is noteworthy that this approach was applied as the initial exploratory finding, and the small sample size used is not necessarily the best representative of some of the subsequent differences explored in this study.

Our gene-expression profiling also shows a significant decrease in multiple androgen receptor (AR) transcripts in MMTV-Wnt/ILK tumors (Additional file 3), which also supports the notion of more-active ER-α signaling machinery. Decreased AR signaling has been shown to correlate with an increase in ER-α transactivation as the result of shared co-activator proteins [56]. One such co-activator is identified as ARA70 or NcoA4 [36], another one of the genes identified in our expression analysis to be upregulated in MMTV-Wnt/ILK tumors. Overall, these results suggest a potential role for activated ER-mediated signaling in the biology of these fast-growing double-transgenic tumors.

Although hierarchic cluster analysis of breast-tumor subtypes with distinct gene-expression patterns has associated ER-α positive and FOXA1 expression with luminal subtypes [57], recently, aberrant luminal progenitors, positive for ER-α expression, were identified as the target of transformation for certain human basal tumors [58]. In our model, FACS profile analysis of tumor cells from the double-transgenic mice also clearly shows an expansion in the CD29^lo^CD24^hi^CD61^+ ^luminal progenitor cells. These results, along with a marked increase in CD24 expression in MMTV-Wnt/ILK tumors, provides evidence for tumors arising from the luminal lineage. Whereas CD24 expression has been implicated in multiple cell properties of direct relevance to tumor growth, such as tumor-cell proliferation [59], its high expression has been reported on luminal-restricted mouse mammary progenitor cells [48,60] and, more recently, on human luminal-restricted progeny through cluster analysis of gene-expression profiling [41]. Interestingly, some of our other data, such as enhancement of the downstream effectors of Notch1 signaling, Hey2 and Sirt1, further support the expansion of the population of the cells from the luminal lineage in MMTV-Wnt/ILK mammary glands and tumors. 

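Of 18 measured genes of the Notch pathway, 5 had a higher mean in MMTV-Wnt/ILK tumors and 13 a lower mean. Hey2, which the paper picked from these arrays, was the 1 member that passed when adjusted over the list alone, and it did not pass over all genes. Notch1 had a log2 fold change of -0.05 (standard error 0.20) and was at 0.0096 after a repeated quantile normalization. Hes5, another target of Notch receptors, had one of -0.29 with a standard error of 0.17. Of 14 luminal progenitor genes, 9 had a higher mean and 5 a lower mean, among them Itga2 at 0.62 (standard error 0.26) and Wfdc18 at -0.65 (standard error 0.27). Of 10 pan-luminal genes, 5 had a higher mean and 5 a lower mean, with Krt19 at 0.92 (standard error 0.42) and Cldn4 at -0.69 (standard error 0.35). Of 16 basal and myoepithelial genes, 7 had a higher mean and 9 a lower mean. None of these lists was shifted as a group (camera, adjusted p = 0.966 for the Notch pathway, 0.267 for luminal progenitor genes, 0.566 for pan-luminal genes and 0.352 for basal genes). The luminal progenitor mean was 0.02 and ran from -0.11 to 0.18 when each tumor was left out. It was 0.18 without MMTV-Wnt1 tumor 3, whose score stood apart (camera, adjusted p = 0.0507). These are transcripts of whole tumors, while the paper's FACS counted CD61+ cells within the luminal fraction. The Notch list had a median log2 fold change of -0.11 and a mean of 0.0032, and the basal list a median of -0.05 and a mean of 0.06. The paper adds the enhancement of Hey2 and Sirt1, which it describes as downstream effectors of Notch1 signaling, to its FACS and CD24 results as further support for an expansion of cells of the luminal lineage.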

Notch1 and its target genes were recently shown to be preferentially active in both mouse and human mammary luminal progenitor cells *in vivo *[41]. Notably, ILK activity has been identified as a prosurvival event upstream of Notch1 signaling in a leukemic microenvironment [61]. Therefore, the cooperative events between Wnt and ILK signaling are likely to target the luminal progenitor cells for expansion and self-renewal as the initial steps during transformation. This provides a likely explanation for a mechanism involved in accelerated tumor development and growth identified in this model.

These results, together with the molecular-profiling analyses presented in this work, implicate luminal progenitor cells as the probable target population in MMTV-Wnt/ILK mammary tumors with extensive proliferation capacity.

Last, about 70% of human breast cancers are phenotyped as ER positive and are classified as the "luminal epithelial-like/ER-positive" subtype, which express high levels of ER-α and genes regulated by estrogen. However, it is clear that ER-positive tumors do not represent a single entity [58,62]. Therefore, identification of distinct progenitor cell populations with different hormonal sensitivities in the backbone of certain signaling events, such as cyclin D1, is an important step in determining the cellular origin of certain types of breast cancer and the successful development of targeted therapies.

## Conclusions

The exact contribution of different cell types and oncogenic mutations to breast cancer heterogeneity remains unknown. Here, we report novel crosstalk between ILK and Wnt1 oncogenes, resulting in accelerated breast cancer development with molecular characteristics consistent with a more-aggressive phenotype *in vivo*. The Wnt1/ILK transgenic model of mammary tumor development shows evidence of expansion of the luminal progenitor cells with a highly active ER-α transcriptional network. This could serve as model to study ER-α/FOXA1-mediated gene regulation, and to refine further the molecular classification of ER(+)-type breast cancers.

## Abbreviations

ER: estrogen receptor; FC: fold change; ILK: integrin-linked kinase; MMTV: mouse mammary tumor virus; Q-RT: quantitative reverse transcriptase; UPL: universal probe library.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AO participated in the design of the study and acquisition of data, directed the data analysis, and drafted the manuscript. MM, FL, and HT participated in the acquisition of data and coordinated the data collection. SM performed statistical analyses and participated in interpreting results. WJM and SAJRA participated in the development of the study methods and coordinated the data collection. SD participated in the study design, co-directed the data analysis, and participated in interpreting results. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figures S1 to S3**. (S1) PCR amplification from the tail clipped DNA shows the appropriate size bands for both transgenes of interest (MMTV-Wnt1 and MMTV-ILK) in positive double-transgenic mice. (S2) Western-blot analysis of ^ser473^P-AKT did not show a marked difference in the expression in the mammary tumors between the two transgenic groups (S3) Volcano plot representing the microarray data or scatterplot of gene-expression data from Affymetrix analysis shows significance (*P *value) versus fold change of MMTV-Wnt/ILK to MMTV-Wnt1 gene expression tumor data in four individual tumors per group. The yellow boxes show the genes for which the up or down fold change was greater than 2, with a *P *value ≤ 0.01. Click here for file

Additional file 2 **Table S1**. Functional classification of the highly differentially expressed genes identified through Affymetrix transcript analysis of four tumors in each MMTV-Wnt/ILK and MMTV-Wnt1 transgenic mouse. Results show fold change (FC) ≥ 2.5 with a *P *value of < 0.05 of MMTV-Wnt/ILK tumors versus MMTV-Wnt1. Click here for file

Additional file 3 **Table S2**. Androgen-regulated transcripts identified in Affymetrix gene-expression analysis to be downregulated in MMTV-Wnt/ILK tumor samples. Results show fold change (FC) decrease of gene expression in MMTV-Wnt/ILK tumors versus MMTV-Wnt1. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

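Gene expression was measured in 8 mouse mammary tumors, 4 of MMTV-Wnt1 mice and 4 of MMTV-Wnt/ILK mice, with 1 Affymetrix Mouse Exon 1.0 ST array per tumor. The groups and tumor numbers come from the sample labels and match the groups of the paper. The paper describes the tumors as independent.

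The deposited table holds log2 values. The authors made them with the RMA algorithm of ArrayAssist, which corrects the background and summarizes probe sets, and with quantile normalization between chips. The paper's text and the labels name different versions of ArrayAssist. The log base is not stated in the sources used here and was taken from the range of the values. The table has 23332 rows, and no row was left out. Rows were named through the platform annotation supplied for the table: 14996 rows carry exactly 1 gene, 1019 several and 7317 none, and 14860 genes are named, 135 of them by more than 1 row. Symbols were checked against a table of the GRCm38.p6 assembly, which was used for names only; 55 rows with 1 gene had no match there and kept their symbol. Where a gene has several rows, the row with the highest mean over the 8 arrays stands for it. Ncoa4, Cd24a, Pcna, Gapdh, Htra4, Trp53 and Mlstd have no row with exactly 1 gene and are given no value. Some items set beforehand are not reported here. Exon-level values and the supplementary tables were not used here.

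The number of array pairs with identical values was 0. The medians of the arrays differ although the values are described as quantile-normalized, so median-centring and a repeated quantile normalization were among the alternatives. The number of arrays limits the precision of each difference.

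MMTV-Wnt/ILK tumors were compared with MMTV-Wnt1 tumors with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates, no filter), with Benjamini-Hochberg adjustment over all rows. Rows were counted at an adjusted p under 0.05, at the study's thresholds (fold change over 2.5, unadjusted p under 0.05) and at those of Figure S3 (fold change over 2, unadjusted p of at most 0.01). Single genes also have an exact permutation test over the 70 assignments of the tumors. The 29 gene lists were tested with camera at a preset correlation of 0.01 over all named genes, with an estimated correlation as an alternative, under which 0 of the 5 calls held; fry, which asks whether the genes of a list move on balance 1 way, called 0 lists, and 0 in its mixed form. For lists, the alternative with a variance trend used the trend only, since camera offers no robust setting. Figures were drawn with matplotlib.

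The lists, the tests and most alternatives were fixed before the data were examined. The genes followed under the alternatives, from which the text names its examples, are every gene the paper names for the arrays, the blots, the sorting or the Q-RT-PCR; up to 10 genes in each direction with the largest changes among those at an adjusted p under 0.05, filled up from those past the study's thresholds whose tumors separate by group; and up to 4 members of each list with the smallest p. This gave 146 genes, not all of which are named in the text. The alternatives were an equal-variance test per row (the kind of test named in the deposited description of the series; the paper's text names none for the arrays), a variance trend with robust estimation, weights for each array, leaving out the dimmest 25% of rows, median-centring, repeated quantile normalization, the tumor number as a block, leaving out each tumor, and the mean of a gene's rows. Restricting the table to rows with exactly 1 gene and taking values relative to Actb were added after seeing the data.

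The limma step was tested on simulated data with the means and spreads of the 23332 rows, in 20 runs with 200 changed rows each. Rows were drawn independently of each other, and each changed row was shifted alike in all MMTV-Wnt/ILK tumors. The shares called may therefore not carry over to the real tumors. At an adjusted p under 0.05 it called 36.0% of the rows changed 2-fold, 52.0% of those changed 2.5-fold, 76.2% of those changed 4-fold and 91.8% of those changed 8-fold. On average 92.4 unchanged rows per run passed the study's thresholds.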

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

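All tests of explanations in this part were chosen only after the result was seen, except the splits of the tumors for the 3 counts of all rows. The results here were picked out because 1 tumor lay far from the other 3 of its group (the gap to its nearest neighbor over the range of the group above the 95% critical value), or because the paper's text does not discuss the gene. Chance alone picks out about 1 in 20 groups. For 352 groups examined, 17.6 such values are expected by chance and 25 were found.

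In MMTV-Wnt1 tumor 2, log2 values stood apart for the fat genes Adipoq (9.08), Elovl3 (8.26) and Ucp1 (10.80), for Flt1 (7.76) and for Ilk (10.87). MMTV-Wnt1 tumor 3 stood apart for Ifit1 (9.35), Mx2 (8.34), Col6a1 (7.00) and Fn1 (7.41), for the score of interferon response genes (2.31), of fibroblast and stroma genes (-2.004) and of luminal progenitor genes (0.47). In MMTV-Wnt/ILK tumor 3 the muscle genes Ckm (9.55), Pvalb (8.23), Tnni2 (8.22) and Tnnt3 (7.77), the skeletal muscle score (2.22) and the milk gene Lalba (12.58) stood apart. MMTV-Wnt1 tumor 1 was apart for Hey2 (6.88) and the skeletal muscle score (1.05), and MMTV-Wnt1 tumor 4 for Notch1 (10.27). The remaining values were those of Alas2 (8.57) in MMTV-Wnt/ILK tumor 1, Pde4d (9.21) in MMTV-Wnt/ILK tumor 2, and Runx1 (10.16) and Sirt1 (9.40) in MMTV-Wnt/ILK tumor 4.

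Reg3g (log2 fold change 1.81), Samd5 (1.76), Pdk4 (-1.50) and Pcolce2 (-1.39) are not discussed in the paper's text, and their tumors separated by group; Table S1 was not used here.

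The counts of rows were compared with those from the 35 splits of the 8 tumors into groups of 4. At an adjusted p under 0.05 the real split gave 0 rows, a count that all 35 splits reach by construction, and the highest other split gave 10, so this comparison decides nothing. At the study's thresholds 13 of the 35 splits gave at least the 87 rows of the real split, with 192 as the highest other count. At the thresholds of Figure S3, 16 splits gave at least 65 rows, with 294 as the highest other count. Chance cannot be excluded for the counts at these 2 sets of thresholds. The split with MMTV-Wnt1 tumor 1 and MMTV-Wnt/ILK tumors 1, 3 and 4 on 1 side gave 4013 rows at an unadjusted p under 0.05, against 1193 for the real split. It is the split with the highest count and was picked by it; a structure of the tumors other than genotype may underlie it and was not tested.

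Hormone-sensing luminal genes were shifted up in MMTV-Wnt/ILK tumors with camera's preset correlation and were not called with an estimated one (adjusted p = 0.756 with an estimated correlation), so the shift remains a hypothesis. The mean log2 fold change was 0.75 after repeated quantile normalization against 0.74 before. The values were already described as quantile-normalized, so a repeat of the same method cannot decide about normalization between arrays. The pan-luminal genes were not shifted as a group (median log2 fold change 0.0062, camera, adjusted p = 0.566). Their median lay 0.90 below that of the hormone-sensing genes, with an SD of 0.48 between pan-luminal members. The hormone-sensing list was singled out for its shift, and this SD is between genes and not between tumors. The gap therefore does not decide about a larger share of luminal cells of all kinds. A larger share of hormone-sensing cells and higher expression within such cells stay open and were not tested.

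Rows without exactly 1 gene made up 67 of the 87 rows past the study's thresholds (77.0%), against 35.7% of the table. After repeated quantile normalization 63 of the 67 rows passed. Since the values were already described as quantile-normalized, this decides nothing about normalization between arrays. Of the 35 splits, 10 gave at least 67 such rows, with 147 as the highest other count, so chance cannot be excluded. A comparison of these rows with 1 other split of the tumors was also run and is not reported, because that split had been picked by its own count of rows.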

How the results depend on the processing

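Values relative to Actb and the restriction to rows with exactly 1 gene were chosen after seeing the data; all others were fixed beforehand. For single genes, a call here means an unadjusted p under 0.05 from limma, the study's threshold; for lists, an adjusted p under 0.05 from camera. Over 2181 values of the 146 named genes under alternatives fixed beforehand, 0 reached an adjusted p under 0.05, 1930 kept direction and call, and 32 reversed direction. Except where an alternative leaves out tumors or rows, the cause of a change was not tested. Signal over background was not analysed here, and leaving out the dimmest 25% of rows stands in for it.

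The count at an adjusted p under 0.05 was 0 in every alternative except without MMTV-Wnt/ILK tumor 2, where it was 13, so leaving out each tumor gave 0 to 13. The count at the study's thresholds, 87, was 46 with an equal-variance test per row, 188 with array weights (96 higher, 92 lower), 22 with rows of exactly 1 gene and 553 relative to Actb (548 higher, 5 lower), and ran from 59 to 150 when each tumor was left out. The count at the thresholds of Figure S3, 65, was 17, 193 (95 higher, 98 lower), 16 and 960 (959 higher, 1 lower) under the same alternatives and 38 without the dimmest rows, and ran from 38 to 156. The number of lists called, 5, was 8 with a variance trend, 9 median-centred, 11 quantile-normalized again, 0 with an estimated correlation and 10 relative to Actb, and ran from 4 to 13.

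Foxa1 at 1.48 and Esr1 at 1.22 lost their call with an equal-variance test per row; leaving out each tumor, Foxa1 ran from 1.10 to 2.02 and Esr1 from 0.84 to 1.63. Ccnd1 ran from -0.37 to -0.14 and was 0.31 relative to Actb, where Pde4d was 0.45. The ratio to Actb raises every row by 0.55 by construction; over 145 named genes it turned 49 signs, and over 29 lists 13. With array weights Sirt1 was -0.0814, Tug1 -0.12 and the lists of Wnt targets -0.21, Notch -0.0488, B cells -0.0792 and neutrophils 0.0735; here and below a list is given by its mean log2 fold change where camera's direction turned. Median-centred, Sirt1 was -0.0033 and the Notch list -0.0181. Quantile-normalized again, Itgb1 was 0.0467 and Notch1 0.0096. As the mean of its rows, Pde4d was 0.11.

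With the tumor number as a block, the counts were 0, 92 and 74, the lists called 10, and Esr1, at 1.22, was not called. Same-numbered tumors correlated in their deviations from the group means at 0.11, 0.13, 0.15 and -0.0041, and 2 of the 4 numbers were best matched with each other. Not every number correlated above 0.1, so no pairing was assumed, and whether the numbers pair the tumors stays open.

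Leaving out each tumor turned the sign of these genes, given with their range of log2 fold changes: Sirt1 -0.11 to 0.14, Tug1 -0.16 to 0.17, Adipoq -1.20 to 0.0965, Cdh5 -0.50 to 0.0116, Csn1s1 -0.27 to 2.62, Ms4a1 -0.22 to 0.0017, Pde4d -0.33 to 0.0223, Robo4 -0.31 to 0.0061, Fn1 -0.24 to 1.04, Pbsn -0.16 to 0.0055, Cxcr2 -0.0054 to 0.49, Krt14 -0.68 to 0.46, Krt18 -0.18 to 0.33, Sox17 -0.0808 to 0.14, Ckm -0.34 to 0.85, Notch1 -0.15 to 0.12, Pvalb -0.41 to 0.68, Tnni2 -0.11 to 0.70, Tnnt3 -0.20 to 0.41. It turned camera's direction for these lists, given with their range of means: Notch pathway -0.0651 to 0.0893, squamous differentiation -0.85 to -0.0826, B cell -0.27 to -0.0876, neutrophil -0.32 to 0.11, estrogen receptor targets 0.0170 to 0.12, pan-luminal epithelial -0.0770 to 0.21, milk proteins and secretory differentiation -0.34 to 0.90, MAPK output -0.22 to -0.0433, adipocyte -0.69 to 0.15, endothelial -0.22 to 0.14, basal and myoepithelial -0.0195 to 0.23, Wnt/beta-catenin targets -0.19 to 0.0222, fibroblast and stroma -0.0541 to 0.74, immediate-early -0.30 to -0.0305, T and NK cell -0.0568 to 0.28, luminal progenitor -0.11 to 0.18, skeletal muscle -0.51 to 0.58.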

Differences from the paper's values

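The paper's text counts 200 known or predicted genes with a significant fold change and states no thresholds for that number. At the thresholds it gives for its Table S1, 87 gene-level rows passed here with limma, of which 20 are annotated with exactly 1 gene. The paper applied those thresholds to exon-level as well as gene-level probe sets. Its number counts genes and those given here count rows, so a close number is no match of the same measure. Of the alternatives set before the data were examined, array weights (188 rows) and leaving out MMTV-Wnt1 tumor 1 (148), MMTV-Wnt/ILK tumor 2 (150) or MMTV-Wnt/ILK tumor 3 (136) came within 1.5 times of the paper's number, and the others, from 46 to 133 rows, did not.

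Of 12 genes of Figure 5 compared, the Q-RT-PCR values of 4 differ from the array values by more than the replicate SD and more than 1.5 times. Cst3 is about 5.6 in Figure 5, read by eye, and 1.32 here; Dock9 is about 2.7 and 1.38; Pde4d is about 2.5 and 0.933; and Bhlhe41, Bhlhb3 in the figure, is about 0.48 and 1.79, on the other side of 1. These hold under every alternative set before the data were examined. The paper's Q-RT-PCR is another assay, with at least 3 and up to 8 samples, against 4 tumors per group on the arrays. Relative to Actb, an alternative chosen after seeing the values, Dock9 is 2.02 and no longer differs, while 3 of the paper's genes that did not differ before, Hey2, Arhgef6 and Tug1, then do.

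The paper lists Sirt1 among the genes past its thresholds at the exon or gene level, and here its fold change is 1.01 at the gene level. The other genes of that list with a value, Hey2 (3.01), Foxa1 (2.79) and Esr1 (2.33), were higher here, the last below the 2.5-fold threshold. Esr1 passed the thresholds without MMTV-Wnt1 tumor 1 (fold change 2.84), without MMTV-Wnt/ILK tumor 3 (3.08) and relative to Actb (3.42), which was chosen after seeing the values. Hey2 was below 2.5-fold without MMTV-Wnt/ILK tumor 2 (2.40) and Foxa1 without MMTV-Wnt/ILK tumor 1 (2.14) or 2 (2.40), and Foxa1 also missed the threshold of p without MMTV-Wnt1 tumor 2 and with an equal-variance test per row. Sirt1 did not pass them under any alternative fixed beforehand.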

Other observations

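The test of values relative to Actb was chosen only after the result was seen. None of 13 measured interferon response genes had a higher mean in MMTV-Wnt/ILK tumors than in MMTV-Wnt1 tumors, with Ifit1, an inhibitor of viral translation, at a log2 fold change of -1.49 (standard error 0.83) and the antiviral GTPase Mx1 at -1.09 (standard error 0.51). The list was shifted down, with a mean of -0.82 (camera, adjusted p = 0.00239, and adjusted p = 0.756 with an estimated correlation), and at -0.19 without MMTV-Wnt1 tumor 3 it was not called. Over the alternatives its adjusted p ran from 5.74e-05 to 0.756, that of the fibroblast list from 0.00153 to 0.991 and that of the hypoxia list from 0.000115 to 0.756. Of 12 fibroblast and stroma genes 10 had a higher mean, with Col1a1 at 0.96 (standard error 0.71), and the list was shifted up (mean 0.53, adjusted p = 0.0127, and adjusted p = 0.756 with an estimated correlation). Without MMTV-Wnt1 tumor 3 its mean was -0.05, and without MMTV-Wnt/ILK tumor 4 it was 0.36 and not called. Of 12 hypoxia genes 11 had a lower mean, with Egln3, a prolyl hydroxylase, at -0.51 (standard error 0.24). The hypoxia list was shifted down (mean -0.34, adjusted p = 0.0205, and adjusted p = 0.756 with an estimated correlation), a call lost without MMTV-Wnt1 tumor 1 (-0.19), MMTV-Wnt/ILK tumor 2 (-0.27) or MMTV-Wnt/ILK tumor 4 (-0.18) and with array weights (-0.29).

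Other lists were not called (camera, adjusted p from 0.0506 to 0.883 for those given here). Mean log2 fold changes were -0.09 for Wnt/β-catenin targets (whose camera direction was up), 0.07 for ILK complex and integrin adhesion genes, -0.16 for MAPK output, -0.37 for p53 targets, 0.21 for mesenchymal transition, -0.52 for squamous differentiation, -0.19 for immediate-early genes and 0.36 for milk proteins. For other cell types they were -0.42 for adipocytes, -1.01 for brown fat, 0.20 for skeletal muscle, 0.23 for macrophages, 0.14 for T and NK cells, -0.15 for B cells, -0.14 for neutrophils, -0.11 for endothelium and -0.45 for erythroid cells. Reference genes were at -0.27. Some of these means rest on 1 tumor: without MMTV-Wnt1 tumor 2, p53 targets were at -0.12 and brown fat at -0.27, and without MMTV-Wnt1 tumor 3, mesenchymal transition was at -0.0302 and macrophages at 0.0432. Over leaving out each tumor, the means ran from -0.57 to -0.12 for p53 targets, -0.0302 to 0.37 for mesenchymal transition, -1.39 to -0.27 for brown fat, 0.0432 to 0.45 for macrophages, 0.0130 to 0.15 for ILK complex and integrin adhesion genes, -0.71 to -0.29 for erythroid cells and -0.43 to -0.20 for reference genes, and some of these lists were called without 1 tumor.

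For proteins and surface markers that the paper measured by other methods, the transcripts had log2 fold changes of -0.25 for Ctnnb1, -0.24 for Ruvbl1, 0.67 for Fn1, 0.21 for Myc, -0.31 for Lef1, 0.85 for Mmp2, -0.29 for Mmp7, 0.14 for Akt1, 0.08 for Gsk3b, 0.28 for Itgb3 (CD61), -0.08 for Itgb1 (CD29), 0.05 for Krt18, -0.23 for Krt14 and -0.23 for Mki67. Some of the paper's measures differ from whole-tumor transcripts in more than the method. The protein of Mki67 was stained in pre-neoplastic mammary glands, so the tumor transcript does not test that result. For Akt1 and Gsk3b the paper reports phosphorylated proteins. The proteins of Krt14 and Krt18 served to check the purity of sorted cells. Sox17, which the paper names from earlier studies, was at a log2 fold change of 0.06. Mmp2 was higher in all 4 MMTV-Wnt/ILK tumors than in any MMTV-Wnt1 tumor (exact permutation test, p = 0.029), and none of these genes passed an adjusted p of 0.05 with limma. Fn1 was at -0.24 without MMTV-Wnt1 tumor 3, Itgb1 at 0.05 after repeated quantile normalization.

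Actb, a normalizer of the paper's Q-RT-PCR, was at 13.18 ± 0.02 (SD, n = 4) in MMTV-Wnt1 tumors and 12.63 ± 0.48 (SD, n = 4) in MMTV-Wnt/ILK tumors (exact permutation test, p = 0.086). The hypothesis was that normalizing to Actb may raise Q-RT-PCR fold changes above those of the arrays. Relative to Actb, 8 of 12 genes of Figure 5 lay closer to the figure's value on the log2 scale, and those of Hey2, Arhgef6, Tug1 and Bhlhe41 moved away from it. The ratio raises every gene by 0.55 alike, so the genes that lay closer are those whose Q-RT-PCR value was above the array value to begin with, and the comparison decides nothing.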
